A study of Sus scrofa with 12 samples. Its data were reported in "Sperm‐Derived CircRNA‐1572 Regulates Embryogenesis and Zygotic Genome Activation by Targeting CCNB2 via Bta‐miR‐2478‐L‐2" (2025).

How the data were processed

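Porcine (Sus scrofa) embryos produced by in vitro fertilisation were profiled by SMART-seq, a method that copies polyadenylated RNA from a few cells into full-length cDNA with an oligo(dT) primer and a template switch and amplifies it by PCR before sequencing. Per the labels, the amplified cDNA was fragmented enzymatically and sequenced in pairs on an Illumina NovaSeq instrument. The 12 libraries fell into 4 groups of 3: control (con) and si-CCNB2 (si) embryos, each with the title stage 2c or 4c. Si-CCNB2 is a short interfering RNA against the mRNA of cyclin B2 (CCNB2), which the study injected into embryos, and the labels call the control a blank control. The methods call the control embryos normal and also the Si-CCNB2 NC group. They describe negative controls prepared for injection, with volumes kept similar between experimental and NC groups. Whether the control embryos of these libraries were injected was therefore not clear from the labels and methods together. A difference between si and control libraries can thus include the injection itself. A library was a pool of several embryos according to the methods of the study.

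The values deposited by the authors were raw counts per Ensembl gene, whole numbers that were not normalized. The aligner, the counting program, the genome build, the annotation release, the use of strand and the treatment of reads that match several genes were not stated, so no coordinates are given, and values of genes with near-identical copies, of overlapping genes and of antisense genes are uncertain. The study named DESeq2 for its differential tests. The table held 29329 genes, 15463 of them with a symbol in the table itself, and 14637 identifiers matched the gene name table supplied with the data. Symbols were taken from the deposited table, and 41 symbols were carried by more than 1 identifier. No gene had a count of 0 in every library.

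Groups were taken from the library titles (con-2c, con-4c, si-2c and si-4c). The stage in the title and the stage in the tissue label disagreed in all 12 libraries: those titled 2c carried a tissue label of 4-cell embryos and those titled 4c a tissue label of 2-cell embryos. The names con-2c, con-4c, si-2c and si-4c therefore stand for the titles only. Reading the tissue label in place of the title would exchange the stage in every library at once, which changes the sign of each difference between stages but not which libraries are compared.

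Library totals were between 27785233 and 39510908 counts. Amplified reads carried no molecular identifiers, so they are not independent molecules, and the replicate libraries rather than the counts set the precision. Counts of replicate libraries differed by more than sampling noise (chi-square per degree of freedom between 7.30 and 39.3 over the 12 pairs of libraries within groups), so no library was treated as a second copy of another.

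The counts as deposited were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function (17995 genes), libraries were scaled by TMM factors (0.852 to 1.21), and 1 quasi-likelihood model with the 4 group means was fitted to all 12 libraries. The common dispersion was 0.0745, a biological coefficient of variation of 27.3%. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, and a gene was called at an adjusted p below 0.05 with an absolute log2 fold change of at least 1, the thresholds that the study used. Standard errors were the log2 fold change divided by the square root of its F statistic. Expression is given as TMM-scaled CPM (the cpm function of edgeR, which divides counts by the scaled library total), computed here from the deposited counts, as mean ± SD with n = 3. Correlations used log2 CPM with a prior count of 2. The comparisons, tests, thresholds, gene lists and alternatives were fixed before the data were examined, except where the closing section says otherwise.

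The comparisons were con-4c against con-2c, si-2c against con-2c, si-4c against con-4c, si-4c against si-2c, the crossed comparisons si-4c against con-2c and si-2c against con-4c, and the interaction, which is the difference si-4c minus si-2c less the difference con-4c minus con-2c. CCNB2 and the genes that the study names in its SMART-seq results or as markers of zygotic genome activation (BTG4, EIF1A, DPPA2, ZSCAN4) were to be reported in every comparison where the table held them. For con-4c against con-2c, si-2c against con-2c and si-4c against con-4c the text names the 4 genes higher and the 4 genes lower with the smallest p among called genes with a symbol, a mean of at least 10 CPM in the higher group and no overlap between the libraries of the groups. EIF1A was read as EIF1AX and EIF1AY; the symbols EIF1A and ZSCAN4 are not used in the table, and ZSCAN4 was not analysed here. The circular RNAs of the study were not analysed here.

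Gene sets were tested with camera in limma 3.58.1 (preset correlation 0.01), with Benjamini-Hochberg adjustment over the sets and comparisons, for cytosolic ribosomal proteins, RNA polymerase subunits, mRNA decay factors, oocyte transcripts and the actin cytoskeleton. Lists of cumulus and granulosa cell markers and of sperm transcripts served as checks for RNA of other cells. Where comparisons shared a control group, the value that chance gives was simulated in 20 draws: all 12 libraries were redrawn from the fitted means and dispersions with each si group unchanged from a control group, and the comparisons were refitted.

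The procedure was tested on simulated data for si-2c against con-2c, where 16659 genes passed the filter. Before the filter, 200 genes were changed by known folds, all past the threshold of a call, so recovery near that threshold was not tested. A further set, 52 genes of which were tested, was shifted by 0.4 on the log2 scale and is not counted among the unchanged genes. The edgeR test recovered 104 of the 200 (52%), 99 of the 116 changed genes with a mean of at least 1 CPM (85.3%), and called 2 unchanged genes; DESeq2 1.42.0 recovered 111 (55.5%) and called 9 unchanged genes. The median absolute error of the log2 fold change was 0.19 for edgeR. The recovery among genes with at least 1 CPM was added after a first simulation had fallen short of the limit set for it, because most of the genes missed had few counts; the limit was then lowered and placed on that share, and the way the simulated baseline levels were set was changed.

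The alternatives were DESeq2, median-of-ratios, upper-quartile and library-total scaling in edgeR, no filter on low counts, a filter of at least 10 CPM in at least 3 libraries, other thresholds, a fit of only the groups compared, the replicate number as a block, leaving out each library in turn with the gene list kept, fry or an estimated correlation for the gene sets, and linear CPM, Spearman's coefficient or the removal of the 50 most abundant genes for the correlations. Thinning all libraries to the smallest total was added after seeing the data. Keeping the gene list fixed when libraries were left out or only the groups compared were fitted was also decided after a first run, in which the filter was repeated on the remaining libraries. All count columns of the table belonged to the 12 libraries.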

Results

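SMART-seq counts of 12 libraries of porcine embryos were compared to ask how the transcriptome differs between the early cleavage stages and how it changes when CCNB2, a mitotic cyclin, is depleted by injection of si-CCNB2. Each of the groups con-2c, con-4c, si-2c and si-4c had 3 libraries. The total count of the 3 libraries was between 33833611 and 39510908 in con-2c, 27785233 and 28771777 in con-4c, 33270517 and 38649571 in si-2c, and 36612707 and 38281817 in si-4c. The number of genes with at least 1 count was 18427 ± 393 in con-2c, 21476 ± 257 in con-4c, 22592 ± 612 in si-2c and 18148 ± 75.7 in si-4c. After thinning to the smallest total, 27785233 counts, a step added after the data were seen, these numbers were 18274 ± 364, 21466 ± 261, 22443 ± 570 and 17952 ± 71.9, so the order of the groups did not follow depth. The 50 most abundant genes took 38.5% ± 1.84 of the counts in con-2c, 31.3% ± 0.427 in con-4c, 29.5% ± 2.10 in si-2c and 38.0% ± 0.796 in si-4c.

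The stage was labelled in opposite ways in the title and in the tissue field of every library, and the groups below follow the titles. A statement about con-2c or si-4c is a statement about the libraries so titled, and no stage of cleavage is assigned to them here beyond the title.

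The targeted gene was examined first. CCNB2 (ENSSSCG00000004588) had 464 ± 21.7 CPM in con-2c and 475 ± 41.9 CPM in con-4c, and the difference between them was not significant (log2 fold change 0.03, SE 0.12, edgeR adjusted p 0.879). It had 22.7 ± 5.58 CPM in si-2c and 42.6 ± 3.65 CPM in si-4c. CCNB2 was lower in si-2c than in con-2c (log2 fold change -4.36, SE 0.15, edgeR adjusted p 1.53e-12) and lower in si-4c than in con-4c (-3.48, SE 0.14, adjusted p 5.14e-12), which left 4.88% and 8.98% of the control level. The crossed comparisons gave -3.45 for si-4c against con-2c (SE 0.14, edgeR adjusted p 4.43e-10) and -4.39 for si-2c against con-4c (SE 0.15, adjusted p 2.00e-11). All 6 si libraries were below all 6 control libraries. CCNB2 was higher in si-4c than in si-2c (log2 fold change 0.91, SE 0.13, edgeR adjusted p 5.63e-05). The low level of CCNB2 therefore separated si from control libraries under either stage label, and its equal level in con-2c and con-4c gave no information on the stage.

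**Figure D1:**
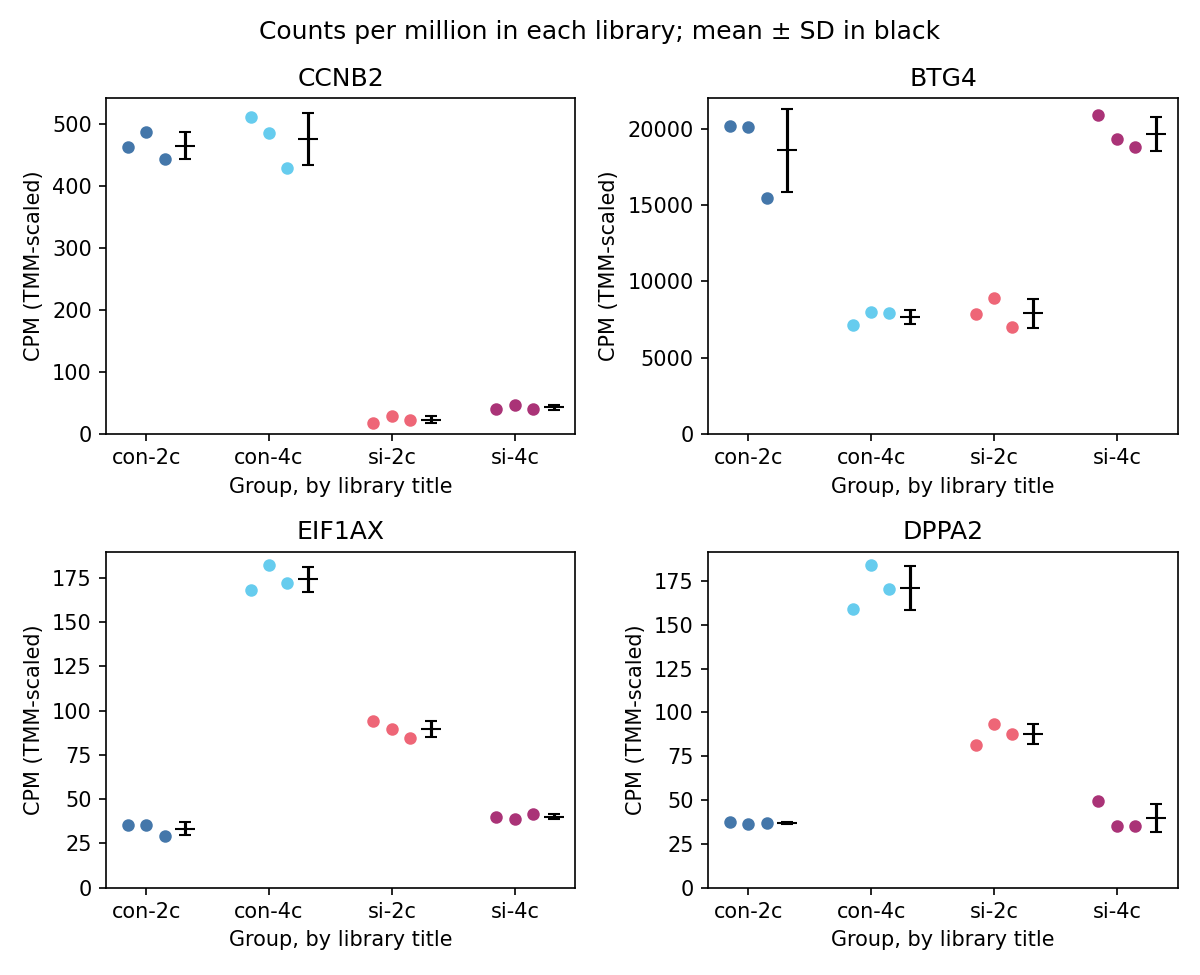
CPM of CCNB2, BTG4, EIF1AX and DPPA2 (vertical axes, linear, from 0) in each of the 12 libraries by title group (horizontal axes), with a point per library and the mean ± SD of each group in black. CCNB2 was near 464 and 475 CPM in the control groups and at 22.7 and 42.6 CPM in the si groups, while BTG4 was high in con-2c and si-4c and EIF1AX and DPPA2 were highest in con-4c.

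To describe the difference between the control stages, con-4c was compared with con-2c. Of 17995 genes tested, 2598 were called higher and 584 lower in con-4c, so 81.6% of the calls were higher. Library-total scaling gave 93.4% higher (3218 higher and 228 lower). With an adjusted p below 0.01 and an absolute log2 fold change of at least 2 the share was 98.4%, and without a minimum fold it was 57.9% (3731 higher and 2716 lower), so the excess of higher genes lay mainly among large changes. The 3 libraries of each group did not overlap in 3059 of the 3182 called genes and in 48.6% of all tested genes, where chance gives 10%. Among the named genes, MSANTD5 rose from 10.6 ± 2.61 to 2349 ± 179 CPM (log2 fold change 7.79, SE 0.18, edgeR adjusted p 9.60e-15). SLC31A1 rose from 28.6 ± 4.01 to 834 ± 32.9 CPM, TFAM from 1.37 ± 0.0625 to 139 ± 5.29 CPM and EMG1 from 2.81 ± 0.441 to 109 ± 6.01 CPM. The named genes that were lower were SRPX, from 7929 ± 739 to 1709 ± 108 CPM (log2 fold change -2.21, SE 0.11, edgeR adjusted p 7.18e-11), OOEP from 1338 ± 88.0 to 371 ± 9.58 CPM, RGS2 from 668 ± 51.4 to 194 ± 1.02 CPM and MANBA from 812 ± 67.9 to 273 ± 8.55 CPM.

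In the libraries titled 2c, si-2c was compared with con-2c. The number called was 1918 higher and 324 lower in si-2c, 85.5% of the calls being higher, against 98.1% under library totals (3028 higher and 58 lower). The libraries did not overlap in 2171 of the 2242 called genes, against 41.7% of all tested genes. MSANTD5 had 865 ± 88.7 CPM in si-2c (log2 fold change 6.34, SE 0.17, edgeR adjusted p 1.22e-13), SLC31A1 306 ± 12.1 CPM, TFAM 67.6 ± 9.60 CPM and RSRP1 47.9 ± 1.06 CPM, where con-2c had 3.44 ± 0.552 CPM of RSRP1. CCNB2 had the smallest p among the named genes that were lower, followed by DYNC2LI1, which fell from 2193 ± 318 to 424 ± 67.6 CPM (log2 fold change -2.37, SE 0.12, edgeR adjusted p 1.90e-10), RGS2 at 250 ± 8.30 CPM and OOEP at 440 ± 45.3 CPM in si-2c.

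In the libraries titled 4c, si-4c was compared with con-4c. Here 562 genes were called higher and 2852 lower in si-4c, 16.5% of the calls being higher, against 6.41% under library totals (231 higher and 3372 lower). The libraries did not overlap in 3256 of the 3414 called genes, against 50.9% of all tested genes. MSANTD5 had 0.817 ± 0.248 CPM in si-4c (log2 fold change -11.48, SE 0.22, edgeR adjusted p 6.88e-16), SLC31A1 17.7 ± 1.02 CPM, TFAM 0.694 ± 0.302 CPM and TMSB10 14.0 ± 1.78 CPM, against 561 ± 21.9 CPM of TMSB10 in con-4c. The named genes that were higher in si-4c were RGS2 at 680 ± 9.90 CPM (log2 fold change 1.81, SE 0.07, edgeR adjusted p 5.82e-12), SRPX at 7148 ± 513 CPM, DEPDC7, which rose from 172 ± 6.66 to 472 ± 12.2 CPM, and MOCS2, from 21.4 ± 1.11 to 84.5 ± 5.44 CPM.

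The difference between si and control libraries thus had opposite signs under the titles 2c and 4c for most of the genes higher in si-2c. No gene called higher in si-2c against con-2c was called higher in si-4c against con-4c by edgeR or DESeq2 (52 genes at an unadjusted edgeR p below 0.05 in both), while 1585 of the 1918 (82.6%) were called lower there. Only 3 genes were called lower by edgeR in both comparisons: CCNB2, UPP1 and ENSSSCG00000061654. The last pair, named after their values were seen, were below 1 CPM in the control groups and had no count in any si library, and DESeq2 called 2 genes lower in both comparisons.

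The difference between the title stages was then compared between control and si libraries. In si-4c against si-2c, 264 genes were called higher and 2136 lower. Of the 2598 genes called higher in con-4c against con-2c, 1614 (62.1%) were called lower in si-4c against si-2c and 0 were called higher there, with 0 also by DESeq2 and 41 genes higher in both at an unadjusted edgeR p below 0.05. The sign was opposite in si libraries for 98.2% of the genes called higher in con-4c and for 92.5% of those called lower. Across the 17995 genes the differences con-4c minus con-2c and si-4c minus si-2c, which share no library, had a Pearson's r of -0.738; genes are not independent replicates, so no p is given. Single libraries with the same number gave -0.604, -0.586 and -0.607. The test of the interaction called 1777 genes higher and 4050 lower (30.5% higher, against 8.67% under library totals).

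**Figure D2:**
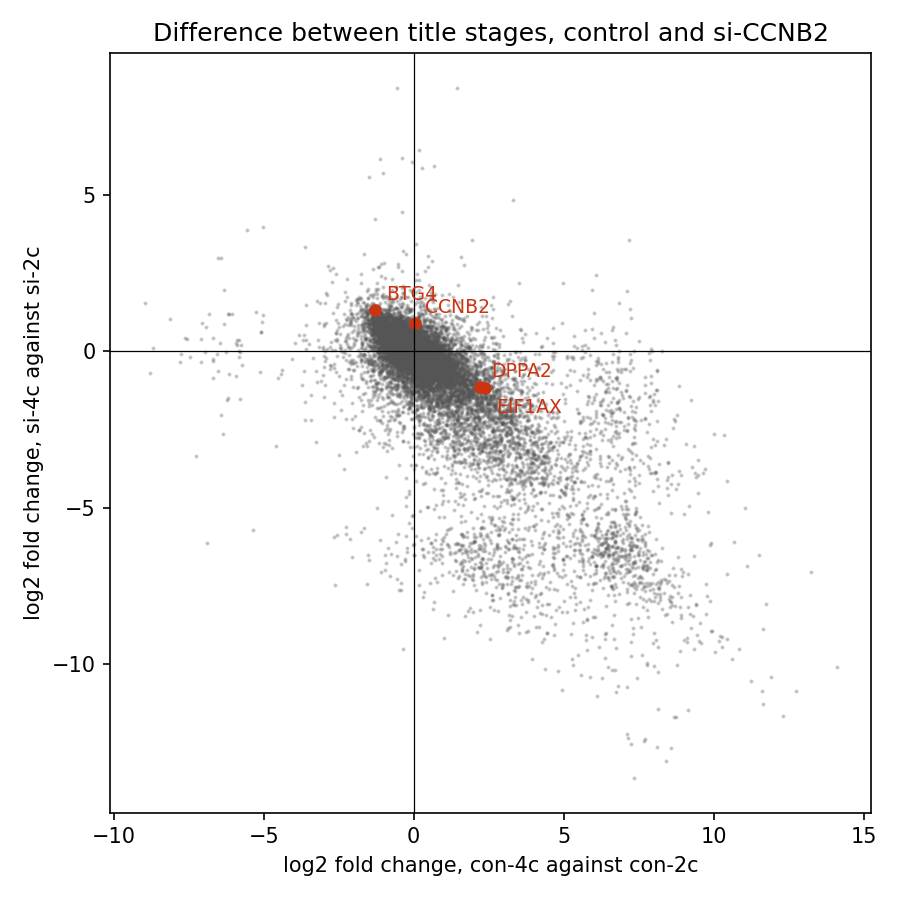
The log2 fold change of con-4c against con-2c (horizontal axis) and of si-4c against si-2c (vertical axis) for each of 17995 genes (grey points), with CCNB2, BTG4, EIF1AX and DPPA2 in red. The points run from the upper left to the lower right, with a Pearson's r of -0.738 across genes.

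Since the study described the profile of the si-CCNB2 4-cell embryos as like that of the control 2-cell embryos, the crossed comparisons were tested. In si-4c against con-2c, 6 genes were called higher and 54 lower by edgeR, and DESeq2 called 48 higher and 143 lower. Of these comparisons this was the one whose counts moved most when 1 library was left out: the number lower was 33 without si-4c replicate 2, and the number higher was 13 without con-2c replicate 1, 12 without con-2c replicate 3, 3 without si-2c replicate 1 and 2 without con-4c replicate 1, con-4c replicate 2 or si-4c replicate 2. In si-2c against con-4c, 29 genes were called higher and 293 lower, 9.01% of the calls being higher, against 21.9% under library totals (60 higher and 214 lower). The genes called lower in both crossed comparisons numbered 13, CCNB2 among them, and CCNB2 had the smallest p in each. In 20 simulated draws in which si-2c was unchanged from con-4c and si-4c from con-2c, at most 2 genes and at most 1 gene were called in these comparisons.

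**Figure D3:**
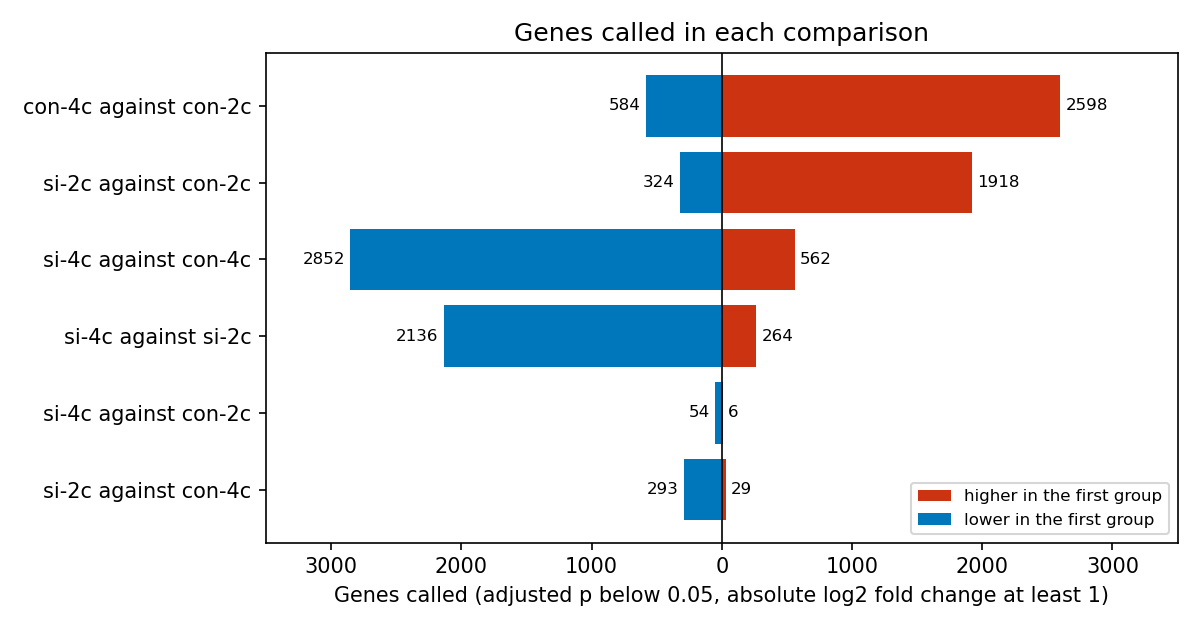
Number of genes called by edgeR in the 6 comparisons between groups (rows), higher in the first group to the right in red and lower to the left in blue. The comparisons of groups with the same title stage or the same treatment gave 2242 to 3414 genes, and the crossed comparisons 60 and 322.

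Pearson's r of log2 CPM between libraries, across genes, gave the same order. Within groups the mean r was 0.963 in con-2c, 0.954 in con-4c, 0.961 in si-2c and 0.967 in si-4c. Between con-2c and si-4c it was 0.963 and between con-4c and si-2c 0.949, while con-2c and si-2c gave 0.922 and con-4c and si-4c 0.889. The control groups gave 0.893 with each other and the si groups 0.919. All 6 si libraries had a higher mean r with the control group of the other title stage than with that of their own, also after thinning and without the 50 most abundant genes. The difference was 0.027 for si-2c (SD 0.00116 over 3 libraries) and 0.075 for si-4c (SD 0.000401), and it was largest in both under the filter of at least 10 CPM, 0.088 and 0.197.

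**Figure D4:**
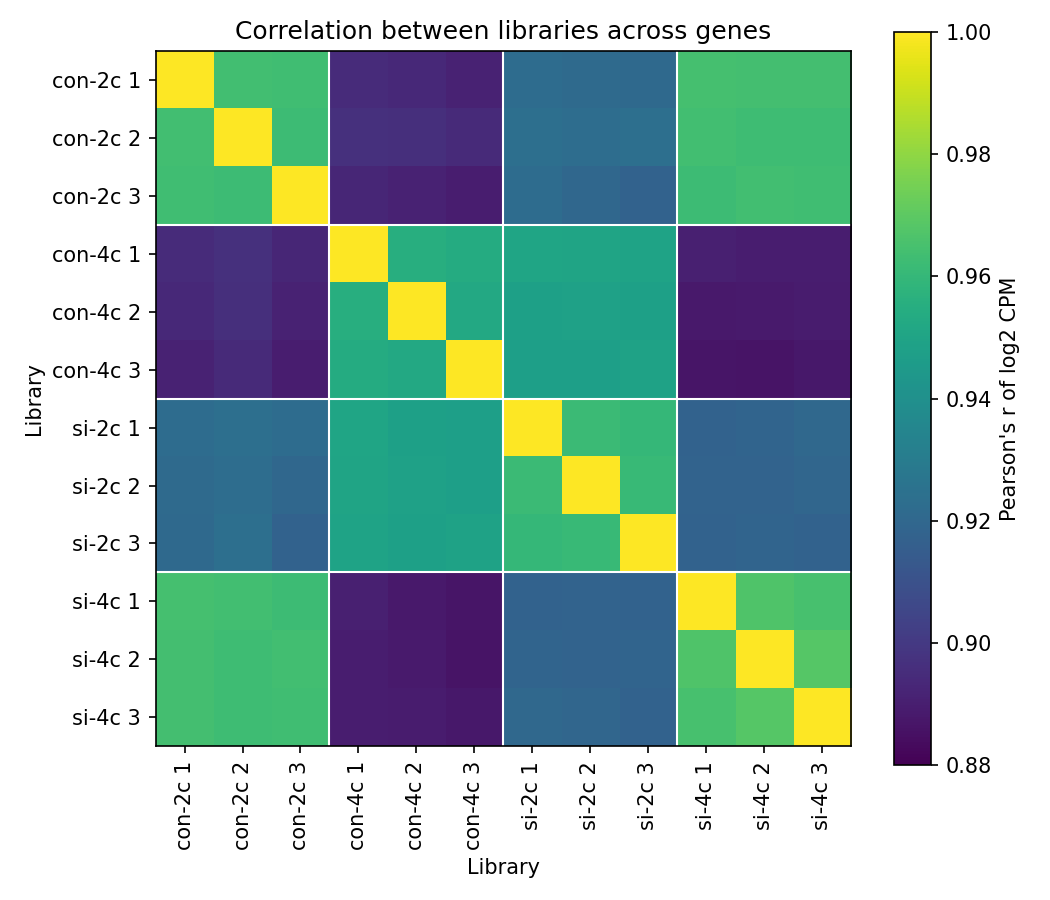
Pearson's r of log2 CPM across genes for every pair of the 12 libraries (both axes), ordered by title group, with the colour scale from 0.88 to 1. The blocks of con-2c with si-4c (mean 0.963) and of con-4c with si-2c (mean 0.949) are brighter than those of con-2c with si-2c (0.922) and con-4c with si-4c (0.889).

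The genes that differed between the control groups were also those that differed between si and control libraries. Of the 2598 genes called higher in con-4c against con-2c, 2144 (82.5%) were called lower in si-4c against con-4c and 1799 (69.2%) higher in si-2c against con-2c. These comparisons share control libraries. The r of con-4c minus con-2c was 0.915 with si-2c minus con-2c and -0.831 with si-4c minus con-4c, against simulated means of 0.192 and -0.188 with si unchanged from the control of its title stage. Of the 584 genes lower in con-4c, 397 (68.0%) were higher in si-4c than in con-4c and 215 (36.8%) lower in si-2c than in con-2c.

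BTG4 (ENSSSCG00000015020), which the study describes as a mediator of maternal mRNA clearance, had 18571 ± 2719 CPM in con-2c, 7682 ± 462 in con-4c, 7897 ± 948 in si-2c and 19671 ± 1113 in si-4c. It was lower in con-4c than in con-2c (log2 fold change -1.27, SE 0.11, edgeR adjusted p 7.69e-08), lower in si-2c than in con-2c (-1.23, SE 0.11, adjusted p 1.99e-07), higher in si-4c than in con-4c (1.36, SE 0.11, adjusted p 3.55e-08) and higher in si-4c than in si-2c (1.32, SE 0.11, adjusted p 9.37e-08). Neither si-4c against con-2c (0.08, edgeR adjusted p 0.886) nor si-2c against con-4c (0.04, adjusted p 0.920) differed. The interaction was 2.59 (SE 0.15, edgeR adjusted p 4.57e-10).

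The markers of zygotic genome activation moved in the other direction. EIF1AX (ENSSSCG00000032223) had 33.2 ± 3.66 CPM in con-2c, 174 ± 7.19 in con-4c, 89.4 ± 4.63 in si-2c and 40.1 ± 1.53 in si-4c. Its log2 fold change was 2.39 in con-4c against con-2c, 1.43 in si-2c against con-2c, -2.12 in si-4c against con-4c and -0.96 in si-2c against con-4c (SE 0.09 each, edgeR adjusted p 3.10e-12, 3.51e-09, 1.33e-11 and 3.92e-06). DPPA2 (ENSSSCG00000031524) had 36.8 ± 0.714, 171 ± 12.5, 87.5 ± 5.78 and 39.8 ± 8.18 CPM in the same groups, and its log2 fold changes were 2.22, 1.25, -2.11 and -0.97 (SE 0.12, 0.12, 0.12 and 0.11, edgeR adjusted p 2.28e-10, 4.12e-07, 3.93e-10 and 3.57e-05). In si-4c against si-2c the log2 fold change was -1.16 for EIF1AX (SE 0.09, edgeR adjusted p 4.26e-08) and -1.14 for DPPA2 (SE 0.12, adjusted p 1.15e-06). In si-4c against con-2c, EIF1AX (0.27, edgeR adjusted p 0.227) and DPPA2 (0.11, adjusted p 0.834) did not differ. EIF1AY had 2 counts in con-2c replicate 1, 6 counts in con-4c replicate 3 and 0 in the other libraries, and was not tested; reads shared between the EIF1A copies cannot be separated here. Adjusted over the list alone, BTG4, EIF1AX and DPPA2 passed in 3 of 3 cases in con-4c against con-2c, si-2c against con-2c and si-4c against con-4c, the same number as over all genes tested. In si-4c against con-2c the count was 1 of 3 adjusted over the list alone (EIF1AX, edgeR adjusted p 0.0222) and 0 of 3 over all genes. The study took up BTG4 from these libraries, so for it the first is not independent evidence; EIF1A and DPPA2 had served as its markers before, and it reports them from these libraries too.

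Among the gene sets, 63 of 79 listed ribosomal protein genes were tested; such genes have many near-identical copies, and the counting of shared reads was not stated. Their median log2 fold change was 1.51 in con-4c against con-2c (limma camera adjusted p 4.73e-16, 38 genes called higher and 1 lower), 0.72 in si-2c against con-2c (adjusted p 5.29e-06), -1.87 in si-4c against con-4c (adjusted p 8.21e-22, 41 lower and 1 higher), -0.27 in si-4c against con-2c (adjusted p 5.33e-11) and -0.95 in si-2c against con-4c (adjusted p 1.97e-37). The most abundant member went the other way, RPS24 having 1496 CPM in con-2c, 639 in con-4c, 652 in si-2c and 1316 in si-4c. Oocyte transcripts (38 of 50 tested) had medians of -0.51 in con-4c against con-2c (limma camera adjusted p 1.27e-07), -0.30 in si-2c against con-2c (adjusted p 6.21e-06), 0.51 in si-4c against con-4c (adjusted p 2.10e-08) and 0.02 in si-4c against con-2c (adjusted p 0.754). Library-total scaling moved the median of all genes in si-2c against con-2c from 0.12 to 0.52 and turned the oocyte median positive, to 0.08; relative to the median of all genes it was -0.43 under both scalings. The corresponding shift in con-4c against con-2c was from 0.11 to 0.38, with the oocyte median at -0.62 relative to it under both.

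RNA polymerase subunits (26 of 33 tested) had medians of 0.36 in con-4c against con-2c (limma camera adjusted p 0.0351), -0.51 in si-4c against con-4c (adjusted p 0.0204) and -0.32 in si-2c against con-4c (adjusted p 1.47e-07), and were not called in si-2c against con-2c (0.10, adjusted p 0.754). The call in con-4c against con-2c was lost without con-2c replicate 1 (0.31, limma camera adjusted p 0.0586), con-2c replicate 2 (0.35, adjusted p 0.0545) or con-4c replicate 2 (0.36, adjusted p 0.0529). mRNA decay factors (62 of 71 tested) had medians of -0.02 in con-4c against con-2c and -0.04 in si-2c against con-2c, where the means were 0.38 and 0.16, and camera called neither (limma adjusted p 0.754 and 0.533); in si-2c against con-2c the direction of camera was down and that of fry up. Under library totals both medians were positive, 0.26 and 0.35, and relative to the median of all genes they were negative under TMM and library totals. The actin cytoskeleton set (60 of 70 tested) was not called by camera in any comparison (median 0.12 in con-4c against con-2c, limma adjusted p 0.475) but was by fry in 6 of 7. Fry tests whether a set changes at all, and camera whether it changes more than other genes. In con-4c against con-2c, 7939 of the 17995 genes had an unadjusted edgeR p below 0.05. Every camera call held under fry, but with so many changed genes this is weak support. With an estimated correlation 7 calls were lost. Among them were ribosomal proteins in si-2c against con-2c (limma adjusted p 0.193). RNA polymerase subunits in con-4c against con-2c (adjusted p 0.115) and si-4c against con-4c (adjusted p 0.0893) were lost too. Ribosomal proteins in con-4c against con-2c and si-4c against con-4c kept their calls. So did oocyte transcripts in con-4c, si-2c and si-4c against their controls.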

Values the study reported

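The study reported 2970 upregulated and 222 downregulated genes in control 4-cell embryos compared with control 2-cell embryos. For si-CCNB2 2-cell embryos compared with control 2-cell embryos it gave 76 genes that went down, CCNB2 among them, and 2229 that went up. In control 4-cell embryos compared with si-CCNB2 4-cell embryos it counted 3188 genes higher and 256 genes lower.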

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

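Some tests were chosen only after the result was seen. These were the thinning to equal depth and the tests of exchanged stage labels. The latter used the correlation of the stage differences, the oocyte transcripts of the controls and the activation markers. The others below were fixed beforehand.

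The difference between the title stages was not the same in control and si libraries, and the interaction term of the edgeR model tested this directly. It called 1777 genes higher and 4050 lower. BTG4 had an interaction of 2.59 on the log2 scale, EIF1AX of -3.55, DPPA2 of -3.36 and CCNB2 of 0.88, each past the threshold on the adjusted p (edgeR adjusted p 4.57e-10, 7.36e-13, 4.83e-11 and 0.000789). The oocyte transcripts had a median of 0.83 and the ribosomal proteins of -2.56 (limma camera adjusted p 1.28e-07 and 2.92e-13), and the latter was not past the threshold with an estimated correlation (adjusted p 0.0537). Under library totals the oocyte median was 0.18, over 4 times smaller but still past the threshold of camera, and the ribosomal median was -3.22. The CCNB2 interaction shrank to 0.23 under library totals (edgeR adjusted p 0.299, the highest of its alternatives), so it depends on the scaling, and BTG4, EIF1AX and DPPA2 kept theirs under each alternative.

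Several technical sources were weighed for the finding behind these values, that si-2c libraries resembled con-4c and si-4c libraries resembled con-2c. Depth is argued against by the thinned libraries, in which 6 of 6 si libraries stayed nearer to the control group of the other title stage. A few abundant genes are argued against in the same way, with 6 of 6 after the 50 most abundant genes were left out. An exchange of the stage labels of si-2c and si-4c may explain the finding. The correlation of the stage differences, which share no library, was -0.738, but its sign restates the finding and so is no separate support. Simulated draws of an exchange with no other effect of si-CCNB2 gave an r of -0.874 to -0.863. They gave shared percentages of 85.7% to 88.4% and 85.2% to 87.6%, where 82.5% and 69.2% were observed. The observed values were weaker than those of the draws. But the draws also called more genes: 3044 to 3150 were higher in si-2c, drawn from con-4c, than in con-2c. The data gave 2598 higher in con-4c against con-2c, so the draws overstate what an exchange would give. Their stronger values therefore do not count against an exchange alone. An exchange of con-2c with con-4c gives the same sign. From con-2c to con-4c the oocyte transcripts fell (median -0.51) while EIF1AX and DPPA2 rose, the order that loss of maternal transcripts and activation would give for the titles, and the si libraries ran the other way. Read by the titles, the si groups are therefore the ones out of this order, and read by the tissue labels the control groups are. The labels alone do not tell which pair would have been exchanged. In separate assays the study reports lower activation markers after si-CCNB2 at the later stage. Read by the tissue labels, that compares si-2c with con-2c, where EIF1AX and DPPA2 were higher (log2 fold change 1.43 and 1.25). With only the controls exchanged, it compares si-4c with con-2c, where neither was lower (0.27 and 0.11). For these markers this argues against exchanged controls. An exchange of the si libraries stays open, as both were lower in si-2c than in con-4c (-0.96 and -0.97). The count columns carry the stages of the titles. The tissue labels exchange the stage in all 12 libraries together and so do not remove the difference between control and si. CCNB2 itself could not decide on the stage labels because its level in con-2c and con-4c did not differ (edgeR adjusted p 0.879): it was low in both si groups under either reading. Slower loss of maternal transcripts in si-2c is weighed among the other observations. Other effects of si-CCNB2 on the timing of transcript turnover and activation stay open, because stage, embryo age and label cannot be told apart with these libraries. An effect of the injection itself was not tested either, since it was not clear whether the controls were injected.

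If the si labels were exchanged, the comparisons of matched libraries would be si-4c with con-2c and si-2c with con-4c, where 60 and 322 genes were called in place of 2242 and 3414. This is a hypothesis found and tested on the same data.

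Chance could not be excluded by regrouping alone, since 3 libraries against 3 allow only 10 splits. For each of the 6 comparisons between groups, 1 of the 10 splits, the real one, gave as many genes. In 20 simulated draws with si unchanged from the control of its title stage, 0 genes were called higher in si-2c against con-2c. At most 2 genes were called lower in si-4c against con-4c. The observed 1918 and 2852 argue against chance for these counts, as far as the fitted means and dispersions hold.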

How the results depend on the processing

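Thinning to equal depth, and keeping the gene list when 1 library was left out or only the groups compared were fitted, were chosen after seeing the data; the other alternatives were fixed beforehand. The log2 fold changes of CCNB2, BTG4, EIF1AX and DPPA2 kept their direction and side of the threshold on the adjusted p under every alternative run wherever they were past it, except the CCNB2 interaction under library totals (0.23, edgeR adjusted p 0.299). With all libraries CCNB2 ranged from -4.38 to -3.96 in si-2c against con-2c and from -3.74 to -3.41 in si-4c against con-4c, and with 1 library left out from -4.56 to -4.21 and from -3.55 to -3.42. Median-of-ratios scaling moved none of the 105 values computed beyond its limits. Except where the construction of the alternative is named below, the cause of a change was not tested.

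Counts are given as higher and lower, in the order con-4c against con-2c, si-2c against con-2c, si-4c against con-4c, si-4c against si-2c, si-4c against con-2c, si-2c against con-4c and the interaction. A stricter threshold (adjusted p below 0.01, absolute log2 fold change of at least 2) by its construction called fewer genes: 1365 and 22, 949 and 3, 21 and 1491, 3 and 1051, 0 and 19, 1 and 17, and 314 and 2467. For the 0, 202 genes were past this fold at an unadjusted edgeR p below 0.05 and DESeq2 called 7. The shared percentages of the genes higher in con-4c were then 84.7% (lower in si-4c than con-4c) and 66.4% (higher in si-2c than con-2c), against 82.5% and 69.2%. Without a minimum fold the counts that changed by over 1.5 times were 2716 lower, 2995 and 2218, 2721 higher, 2169 higher, 19 and 102, 399 and 957, and 3275 higher. With at least 10 CPM in 3 libraries, which tests 6674 genes, they were 682 and 248, 462 and 147, 210 and 667, 109 and 458, 1 higher, 1 higher, and 910 and 1134; the shared percentages were 91.8% and 65.8%. With no filter, which tests 29329 genes, si-4c against con-2c gave 21 and 110, si-2c against con-4c 52 higher, and the first shared percentage was 80.8%. DESeq2 gave 48 and 143 in si-4c against con-2c. Library totals gave 228 lower, 3028 and 58, 231 higher, 50 higher, 60 higher in si-2c against con-4c and 574 higher in the interaction, with 77.3% for the second shared percentage. Upper-quartile scaling gave 44 higher in si-2c against con-4c and 71.9% for the second shared percentage. A fit of only the groups compared gave 2 and 22 in si-4c against con-2c, with shared percentages of 84.3% and 60.9%.

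The replicate block gave 3 higher in si-4c against con-2c, 19 higher in si-2c against con-4c and 66.5% for the second shared percentage. Libraries with the same number did not deviate together (median correlation of deviations 0.00527, from -0.0495 to 0.029 over 18 pairs), so the numbers do not pair the libraries.

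The r between the stage differences of control and si libraries was -0.925 with at least 10 CPM in 3 libraries and -0.431 with no filter, against -0.738. The excess of the mean r of si-2c with con-4c, and of si-4c with con-2c, over that with the control of its own title stage (0.027 and 0.075) was 0.088 and 0.197 with at least 10 CPM, 0.014 and 0.048 with no filter, 0.024 and 0.076 under library totals, 0.028 and 0.038 on linear CPM and 0.033 and 0.077 for Spearman's coefficient. For si-4c it was also 0.072 after thinning, 0.074 under upper quartile and 0.077 without the 50 most abundant genes.

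Library totals turned the median log2 fold change of oocyte transcripts to 0.084 in si-2c against con-2c and to -0.098 in si-4c against si-2c; the median of all genes there was 0.52 and -0.51, so the scaling itself moved them. The actin set was then past the threshold in con-4c against con-2c (0.39), si-2c against con-2c (0.60), si-4c against con-4c (-0.38), si-4c against si-2c (-0.49) and the interaction (-0.90), and the decay factors no longer in si-2c against con-4c (-0.011). Upper quartile lost RNA polymerase subunits in con-4c against con-2c (0.27), and at least 10 CPM lost oocyte transcripts in si-2c against con-4c (0.094). An estimated correlation, which leaves the medians as they are, lost 7 calls: oocyte transcripts in si-2c against con-4c (0.13), RNA polymerase subunits in con-4c against con-2c (0.36) and si-4c against con-4c (-0.51), and ribosomal proteins in si-2c against con-2c (0.72), si-4c against si-2c (-0.75), si-4c against con-2c (-0.27) and the interaction (-2.56). Fry, which tests whether a set changes at all and not against other genes, added 12. The actin set was added in con-4c against con-2c (0.12), si-2c against con-2c (0.21), si-4c against con-4c (-0.12), si-4c against si-2c (-0.10), si-2c against con-4c (-0.045) and the interaction (-0.25). The decay factors were added in con-4c against con-2c (-0.018), si-2c against con-2c (-0.036), si-4c against con-4c (-0.026), si-4c against si-2c (0.017) and the interaction (0.026). RNA polymerase subunits were added in the interaction (-0.63).

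Leaving out 1 library at a time gave between 2 and 13 genes higher and between 33 and 65 lower in si-4c against con-2c, shared percentages between 74.9% and 84.3% and between 62.7% and 71.3%, an r of the stage differences between -0.727 and -0.700, and excesses of r between 0.026 and 0.028 for si-2c and between 0.074 and 0.076 for si-4c. The median of RNA polymerase subunits in con-4c against con-2c was between 0.31 and 0.42 and lost its call without con-2c replicate 1, con-2c replicate 2 or con-4c replicate 2. That of oocyte transcripts in si-2c against con-4c was between 0.092 and 0.17 and lost its call without si-2c replicate 1. Genes near the floor were recovered less often: in simulated data for si-2c against con-2c, 52% of all changed genes but 85.3% of those with at least 1 CPM were recovered. Depth was not varied in that simulation, so its part in this is not known.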

Other observations

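The tests of carry-over, of a mixture of embryos and of the gain of cumulus markers in CPM were chosen only after the result was seen, and the simulated spread for carry-over and the scale of library totals for a mixture were added after a first version of each; the other tests below were fixed beforehand.

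The number of genes lower in con-4c than in con-2c was 584. That is higher than the value quoted from the study above. In si-2c against con-2c, 324 genes were lower. That is higher than the value quoted from the study above. In si-4c against con-4c, 562 genes were higher. That is higher than the corresponding value quoted from the study above. DESeq2 gave 578, 329 and 535 genes here, so the choice between these programs did not remove the difference. In the larger direction DESeq2 gave 2967, 2265 and 3208 genes, each near the value quoted from the study, so for DESeq2 the difference lies in the smaller direction. Under edgeR, library totals gave 228, 58 and 231. Library totals gave 3218 genes higher in con-4c than in con-2c and 3372 lower in si-4c than in con-4c. Both were nearer to the values quoted from the study than the 2598 and 2852 under TMM, but not nearer than those of DESeq2. Library totals also gave 3028 genes higher in si-2c than in con-2c, against 1918 under TMM and 2265 by DESeq2. This moved that number further from the value quoted from the study. The scaling may therefore account for part of the difference in the smaller counts but not for all the counts together.

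A slower loss of maternal transcripts in si-2c is a candidate explanation for its distance from con-2c. It would leave the oocyte transcripts higher in si-2c, and their median log2 fold change against con-2c was -0.30. The median turned to 0.08 under library totals, where the median of all genes was 0.52, so the oocyte transcripts stayed low relative to other genes. A change of scaling shifts all genes nearly alike, so this relative value is not a second check. Relative to other genes, the set as a whole gave no sign of slower loss in si-2c. A rise of other genes would also lower its share. The amount of RNA per embryo was not measured here, so slower loss with an absolute excess stays open.

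Many more genes were called higher than lower in si-2c against con-2c, and RNA of cumulus or granulosa cells could add transcripts to a library. Of 24 listed markers, 11 were tested. In si-2c against con-2c their median log2 fold change was 0.60, with 3 called higher by edgeR, and the set was called by fry (limma adjusted p 0.00615) but not by camera (adjusted p 0.631). In con-4c against con-2c the median was 0.39, also with 3 called higher, and in si-2c against con-4c, the group with the nearest profile, it was -0.10 over markers that went both ways, so the set as such does not decide. The most abundant, VCAN, had 334 CPM in con-2c, 177 in con-4c, 184 in si-2c and 295 in si-4c, and so was lower in si-2c than in con-2c; of the others none exceeded 4 CPM in any group mean. VIM rose from 0.0594 CPM in con-2c to 1.67 in si-2c, below the 2.71 of con-4c, and COL3A1 had 1.04 CPM in si-2c and 1.69 in con-4c. PTX3, at 0.604 CPM in si-2c and 0.0433 in con-4c, and CYP19A1, at 0.505 and 0.208 CPM, were above con-4c but below 1 CPM. The largest gain of any marker from con-2c to si-2c was 1.61 CPM, for VIM, while the 300 genes called higher with at least 10 CPM in si-2c gained a median of 17.7 CPM and at least 5.40 CPM. These levels argue against such cells as the source of the genes of at least 10 CPM. For less abundant genes a trace of such RNA stays open, and it cannot be told apart from a change within the embryo because most of the markers are near the floor. Of the 16 listed sperm transcripts only 2 were tested, too few to read.

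In con-4c against con-2c many more genes were called higher than lower. Genes near the detection limit could produce this, but among genes of at least 10 CPM in 3 libraries the number higher was still 2.75 times the number lower. The ratio of higher to lower also depended on the scaling. Over TMM, median-of-ratios, upper-quartile and library-total scaling it was lowest under upper quartile, 3.05, and highest under library totals, 14.1. None of the 4 removed the excess. All are relative scalings, so a difference in the amount of RNA per embryo could not be seen, and scaling as a source is not excluded. Under TMM without a minimum fold the ratio was 1.37.

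A group of genes abundant in con-4c had a low level in con-2c and a lower one in si-4c. Among the 28 genes with at least 50 CPM in con-4c and at most 1 CPM in si-4c, the level in con-2c was a median of 0.946% of that in con-4c, against 0.0853% in si-4c, whose low level was part of the choice of genes; choosing on con-2c in place of si-4c gave 10 genes. Carry-over of con-4c RNA or reads into con-2c may cause this. It predicts one fraction for all genes, and the interquartile range of the log2 ratio of con-2c to con-4c was 1.08. Simulated carry-over of one fraction on top of the level in si-4c gave a mean of 0.855 and a maximum of 1.11 in 1000 draws. The observed spread was thus wider than carry-over gives on average and just below the maximum. One common fraction is therefore not excluded, but the spread does not speak for it. Carry-over and transcription that had begun in con-2c cannot be told apart from these values.

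Genes called higher in con-4c reached a lower level in si-2c than in con-4c. For the 631 such genes with at least 10 CPM in either control group, si-2c had gone a median fraction of 0.457 of the way from con-2c to con-4c on the linear scale (interquartile range 0.348 to 0.574), and for the 332 genes called lower the fraction was 0.860. A mixture of embryos, some like con-4c and some like con-2c, could give an intermediate level and predicts equal fractions. A mixture is linear in shares of the library total, and on that scale the fractions were 0.538 and 0.694, a difference of 0.156. The difference was 0.229, 0.206 and 0.0784 in the 3 si-2c libraries, in the same direction in each, where a mixture predicts none. How large a difference noise gives under a mixture was not simulated. These values therefore do not decide between a mixture and a profile that is intermediate within each embryo.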
